A study of Drosophila melanogaster with 8 samples. Its data were reported in "Systemic muscle wasting and coordinated tumour response drive tumourigenesis" (2020).

How the data were processed

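RNA was measured in 8 libraries of dissected larval eye disc tumours of Drosophila melanogaster that carried an activated Ras1 and lacked Csk, a kinase that restrains Src. 4 libraries came from animals on a control diet (CD, 0.15 M sucrose, day 8) and 4 from animals on a high sucrose diet (HSD, 1.0 M sucrose, day 14). Age at dissection went wholly with diet, so no term for age was fitted.

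The authors trimmed paired reads with Trim Galore, aligned them to the dm3 genome with TopHat2 and an Ensembl annotation, and counted them by gene with featureCounts. The deposited values were raw counts of reads per gene, not normalised, with 15682 gene rows under FlyBase identifiers. The authors' strand setting and their treatment of reads with several alignments were not stated, so counts of overlapping genes and of near-identical copies were taken as uncertain.

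Columns were assigned to libraries by their names in the sample labels. Of the gene identifiers, 15002 (95.7%) matched a current symbol in a table of gene names, and 680 did not. The unmatched identifiers held between 9.33% and 10.5% of the counts in a library. Older symbols were matched through the names of a RefSeq gene table. List members whose identifiers were not among the gene rows, or whose names were ambiguous, were not analysed here: Src42A, wg, InR, br, Kr-h1, PyK, Mcm3, Drs, para, chp, wupA, PPO1, btl, phm, nvd, Hph and sima, with 5 cytosolic and 2 mitochondrial ribosomal protein genes. Gene positions and exon lengths came from the BDGP6 annotation, a different build from that of the alignment, and no coordinate was converted.

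Total counts ranged from 11558860 to 19963565 per library. Counts were compared with edgeR 4.0.16 in R 4.3.3: genes passing filterByExpr (9257) were scaled by the trimmed mean of M values (TMM) and tested by the quasi-likelihood test on diet, two-sided, with Benjamini-Hochberg adjustment over all genes tested. The same adjustment over a list alone was also computed. CPM were counts divided by the TMM-scaled library size and multiplied by 1000000. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Gene lists with at least 3 genes tested were compared by camera in limma 3.58.1 with a preset inter-gene correlation of 0.01, and 29 of the 30 lists fixed before the data were examined could be tested; the list of the single qPCR reference gene could not. Another 2 lists were chosen after seeing the data, and so were 8 salivary gland markers other than glue genes, whose levels were compared between CD libraries. Shares of counts were compared by an exact permutation test over the 70 assignments of 4 of 8 libraries, two-sided, whose smallest possible p is 0.0286. Principal components used log2 CPM with a prior count of 2. A fold against a diet with at most 3 counts in every library was computed against that floor and is a lower bound. Reads without molecular identifiers are not independent molecules, so such floors cover counting error only. Some genes that every cell uses, such as RpL15, were listed at 0 in all 8 libraries, so a gene listed at 0 throughout was not read as unexpressed.

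Genes named in the text were set before the data were examined: all genes of the study's own lists; the 5 genes with the largest rise and the 5 with the largest fall in log2 fold change among those with an adjusted p under 0.05, a mean of at least 10 CPM in the higher diet and no overlap between diets; and at most 3 genes of any pathway or cell type list. Any other gene named was chosen after its values were seen.

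Before use, the test was tested on simulated counts with 199 changed genes among 9014. edgeR recovered 151 of them (75.9%), and 6.21% of its calls were false. DESeq2 1.42.0 recovered 82.4% with 15.0% false calls, and limma-voom recovered 72.9% with 2.68% false calls. The simulated counts had far fewer changed genes than the 4823 called in the data. They also did not model the excess of zeros described below, so these rates need not hold for the data. Alternatives fixed beforehand were DESeq2 size factors, upper quartile, total counts alone, TMM without the 10 most abundant genes, scaling to cytosolic ribosomal protein genes, no filter beyond 1 count, at least 10 counts in every library, DESeq2, limma-voom, an adjusted p under 0.01, fry, camera with an estimated correlation, each library left out in turn, and replicate number as a block. Counts divided by counts per molecule, estimated from the zeros among genes expected at 5 to 20 counts on the assumption that molecules follow Poisson counting, were added after seeing the data. No pair of libraries agreed within sampling noise: the chi-square per degree of freedom was at least 11.2 within a diet.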

Results

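Tumour tissue was profiled by RNA sequencing to ask which transcripts differed between tumours of animals raised on HSD and on CD. The 4 CD libraries held 11558860, 16992014, 14414042 and 17825108 counts and the 4 HSD libraries 19690117, 19963565, 19017382 and 14109310 counts, for replicates 1 to 4 in that order. Between 9645 and 10561 genes had counts in a library. The 10 most abundant genes took 6.23% ± 0.0814 (SD, n = 4) of counts in CD and 7.32% ± 0.122 (SD, n = 4) in HSD, a difference of 1.08 percentage points (exact permutation test, p = 0.0286, the smallest that this design can give).

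The first principal component separated the diets and held 70.3% of the variance in log2 CPM. The second held 10.3% and set CD replicate 1 and HSD replicate 4 apart from the other 6 libraries. Across genes, which are not independent replicates, the Pearson correlation within a diet ranged from 0.925 to 0.980 and between diets from 0.781 to 0.844.

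**Figure D1:**
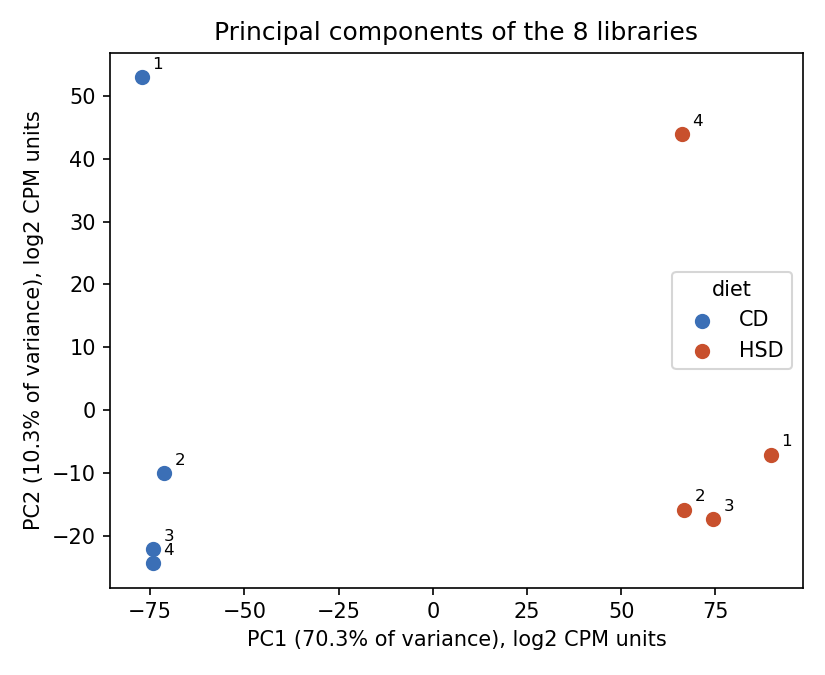
Principal components of log2 CPM for the 8 libraries, coloured by diet and numbered by replicate, with the share of variance on each axis. The diets lie apart on the first component, while CD replicate 1 and HSD replicate 4 lie apart from the other libraries on the second.

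Of 9257 genes tested, 4823 (52.1%) had an adjusted p under 0.05 by edgeR's quasi-likelihood test, 2400 higher and 2423 lower in HSD. At least 2-fold change was seen in 2008 of these genes, 661 higher and 1347 lower. Scaling the libraries to their cytosolic ribosomal protein genes moved the split into higher and lower most, with 1076 genes higher and 3946 lower. That scaling shifted the median log2 fold change of all genes to -0.34, and total counts alone shifted it to -0.13 with 38.1% of calls higher against 49.8% under TMM. Changes below are relative to the TMM scale.

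The genes with the largest rise were CG9521, Cyp4e3, CG14572, an unnamed gene with the identifier FBgn0030591, and Poxm. CG9521 rose from 0.590 ± 0.405 to 91.9 ± 53.9 CPM (SD, n = 4 each), a log2 fold change of 7.17 (SE 0.81, adjusted p = 3.07e-05 by edgeR). Its HSD values were 128, 109, 118 and 11.9 CPM in replicates 1 to 4. Poxm rose from 3.02 ± 1.76 to 114 ± 22.7 CPM, a log2 fold change of 5.28 (SE 0.38). Log2 fold changes were 6.30 for Cyp4e3 (5.46 without HSD replicate 4 and 7.08 without CD replicate 4), 6.27 for CG14572 and 5.31 for FBgn0030591. Under limma-voom, CG9521, Cyp4e3, CG14572 and FBgn0030591 no longer had an adjusted p under 0.05, and Poxm did.

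The genes with the largest fall were Jig, Ilp5, CG13135, CG14852 and CG42822. Jig had at most 1 count in every HSD library and was at least 1329-fold lower, with a CD mean of 287 ± 314 CPM that rested in large part on 758 CPM in CD replicate 1. Without that library it was at least 603.5-fold lower. Ilp5 had 0 counts in all 4 HSD libraries and 10.5 ± 2.45 CPM in CD, at least 48.5-fold lower. CG13135, CG14852 and CG42822 had log2 fold changes of -8.81, -7.97 and -7.92, which became -7.17, -6.93 and -6.40 without CD replicate 1. In that library CG13135 stood at 1203 CPM against at most 182 CPM in the other CD libraries. Without HSD replicate 4, which held most of their HSD counts, CG13135 changed by -9.87, and CG14852 had at most 2 counts in an HSD library and was at least 1209.5-fold lower. Without HSD replicate 1, which held all HSD counts of CG42822, that gene was at least 104.7-fold lower. The bounds of CG14852 and CG42822 also rest in large part on CD replicate 1. It held 505 CPM of CG14852 against at most 108 CPM in the other CD libraries, and 66.9 CPM of CG42822 against at most 10.3 CPM. Jig and CG14852 both had 587 bp of exons and lay near each other on chromosome 3R of BDGP6 (14560935 to 14561521 and 14565927 to 14566513), and whether they share reads was not tested. Under limma-voom, Jig, CG13135 and CG14852 no longer passed the threshold.

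Drosophila has 3 fibroblast growth factor ligands, bnl, pyr and ths, and the study asked which of them tumours on HSD express. The gene bnl (FBgn0014135, protein coding, BDGP6 3R 19794073 to 19836817) rose from 12.9 ± 2.92 to 215 ± 109 CPM (SD, n = 4 each). The log2 fold change was 4.07 (SE 0.46, adjusted p = 3.26e-05 by edgeR), and bnl ranked number 45 of all genes by its rise. Adjusted over the list of 9 tumour-derived factors treated below, its p by edgeR was 4.77e-06. The adjustment over the 3 ligands alone is not given here. HSD values were 261, 264, 284 and 51.9 CPM in replicates 1 to 4, so that replicate 4 was far below the other 3, and without HSD replicate 4 the log2 fold change was 4.40. Over all alternatives it lay between 3.68 and 4.40. The gene pyr was lower in HSD, from 24.1 ± 1.91 to 11.1 ± 1.94 CPM with a log2 fold change of -1.11 (SE 0.17, adjusted p = 0.000269). The change in ths was -0.34 on the log2 scale with an adjusted p of 0.0486 by edgeR, and it lost the threshold in 6 of the 8 fits that left out a library.

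The study followed 9 factors that tumours secrete, and the list was chosen by the study in part from these libraries, so the adjustment over the list alone is not independent evidence. All 9 genes had an adjusted p under 0.05, over all genes tested and when adjusted over the list alone. Log2 fold changes were positive for 8 of them, from 0.95 for Pvf3 to 4.07 for bnl, with 3.29 for upd3, 3.20 for upd2, 2.78 for Pvf1, 2.59 for Pvf2, 2.43 for ImpL2 and 2.31 for upd1. The gene egr was lower in HSD, at -1.55 (SE 0.15), falling from 77.9 ± 9.60 to 26.6 ± 5.52 CPM. ImpL2 was the most abundant of the 9 and rose from 328 ± 43.7 to 1771 ± 644 CPM. Scaled to ribosomal protein genes, Pvf3 lost the threshold and 8 factors kept it.

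**Figure D2:**
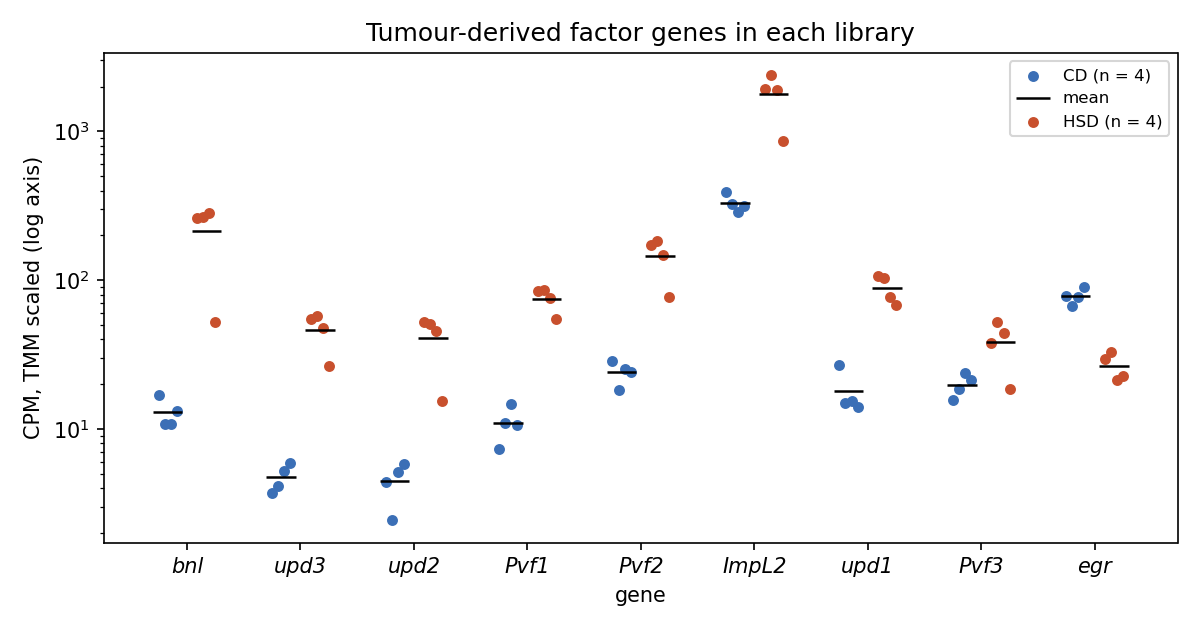
CPM (log axis) of the 9 factor genes in each of the 4 CD and 4 HSD libraries, ordered by log2 fold change, with a bar at each mean. Only egr lies lower in HSD, Pvf3 overlaps between diets, and HSD replicate 4, the rightmost HSD point, is the lowest HSD library for all but egr.

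The study asked whether amino acid transporters of 4 solute carrier families change with diet. Of 25 genes, 21 could be tested. CG32079, CG32081 and polyph were listed at 0 in all 8 libraries. The ribosomal protein gene RpL15 was also listed at 0 in all 8, so these values do not show whether the 3 transporters were expressed. CG8785 had at most 10 counts in any library and was not tested. Of the 21, 14 had an adjusted p under 0.05 by edgeR, and the same number when adjusted over the list alone, 4 higher and 10 lower in HSD. The list as a whole had a median log2 fold change of -0.06 and its camera test gave an adjusted p of 0.0594. That p fell to 0.0354, 0.0423 and 0.0260 without HSD replicate 1, 2 and 4, to 0.0257 with every gene with a count, and to 0.0116 with counts divided by counts per molecule, where the median was -1.37. Without CD replicate 1 the median was -0.27.

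The 4 transporters that were higher were path, CG5535, JhI-21 and mnd. The gene path rose from 285 ± 24.9 to 734 ± 177 CPM, a log2 fold change of 1.36 (SE 0.15, adjusted p = 1.99e-05 by edgeR). JhI-21 rose by 1.01 and CG5535 by 1.24 on that scale. The rise of mnd, 0.54, did not hold in 4 of the 8 fits that left out a library, nor under total counts alone or ribosomal protein scaling. Among those lower, CG7888 changed by -5.97, CG13743 by -5.18, Eaat2 by -4.38, CG9413 by -4.23, CG13248 by -3.85, Eaat1 by -3.74, CG12531 by -3.69, tadr by -2.75, gb by -1.42 and CG1607 by -1.34. Without HSD replicate 2, which held all HSD counts of CG7888 and CG13743, CG7888 was at least 42.8-fold lower and CG13743 at least 36.4-fold lower. Eaat1 was also on the list of glial markers. Whether the falls of these transporters arose within tumour cells or from other tissue in the samples was not tested. The gene slif was at 4.18 ± 2.08 CPM in CD and 4.05 ± 1.24 CPM in HSD. No change in slif was detected, and its log2 fold change ranged from -0.27 without CD replicate 1 to 0.33 without CD replicate 4. CG1139 was at 0.732 ± 0.889 and 3.65 ± 0.909 CPM, with a log2 fold change of 2.30 and an adjusted p of 0.105 by edgeR that fell to 0.0459 under DESeq2 and 0.0117 under limma-voom. Without CD replicate 3 its log2 fold change was 3.24. CG7255, CG4991, CG13384, CG16700 and CG30394 had no adjusted p under 0.05 with all libraries on the TMM scale. CG16700 had one of 0.00510 without CD replicate 2, with a log2 fold change of 0.74, and CG30394 one of 0.0363 under ribosomal protein scaling, at -0.40. The log2 fold change of CG7255 fell from 0.66 to 0.01 without HSD replicate 4. CG4991 and CG16700 overlap in the annotation, so their counts are uncertain.

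**Figure D3:**
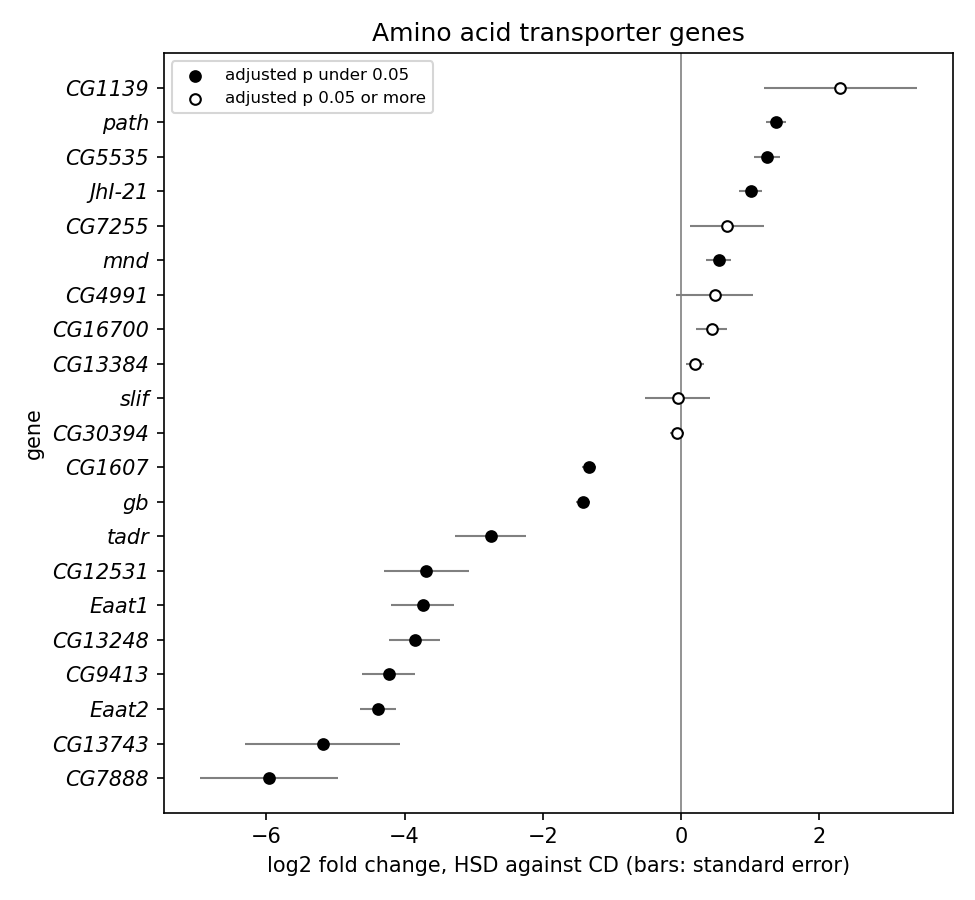
Log2 fold change of the 21 transporter genes tested, HSD against CD, with bars of 1 standard error and filled points at an adjusted p under 0.05. 4 filled points lie to the right of 0 and 10 to the left.

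The transcripts that define the tumour model were also read. Ras85D rose from 294 ± 13.03 to 588 ± 49.7 CPM (log2 fold change 1.00, SE 0.07), Csk by 0.40 and Src64B changed by -0.29. The rise of Csk was lost under total counts alone and ribosomal protein scaling. Whether these counts came from the transgene, the mutant or the native allele was not analysed here. Act88F, used as the reference in the study's qPCR, had at most 16 counts in any library and was not tested. Sik2 fell from 86.2 ± 9.24 to 6.40 ± 2.29 CPM, a log2 fold change of -3.75. Sik3 and yki changed by -0.23 and -0.19, with adjusted p of 0.0772 and 0.0877 by edgeR that passed the threshold under several scalings. Without HSD replicate 2, Sik3 had an adjusted p of 0.0383.

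By camera with the preset correlation, 15 of the 29 lists had an adjusted p under 0.05, and the same 15 did under fry, which called 22 in all. None did when the correlation was estimated from the data. In HSD the JNK target genes were higher, with 7 of 7 called and a median log2 fold change of 2.20, as were the Ras/ERK target genes (1.19), Yorkie target genes (0.80), JAK/STAT target genes (0.59) and the tumour-derived factors (2.59). Among JNK targets, Ets21C rose by 2.88, Mmp1 by 2.72 and Ilp8 by 2.45. The glycolysis genes had a median of 0.45, and Ldh rose by 4.95 on the log2 scale, with 1304, 1128, 1144 and 289 CPM in HSD replicates 1 to 4. Cytosolic ribosomal protein genes (0.32) and mitochondrial ribosomal protein genes (0.38) were also higher, the former by construction not under scaling to those genes, where the median was -0.03.

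Lower in HSD were the neuronal markers, all 12 called with a median of -4.32, and the neuroblast markers (-3.40), photoreceptor differentiation markers (-2.01, 10 of 10 called), glial markers (-1.75), retinal determination genes (-0.71), ecdysone response genes (-2.12, with 10 lower and 2 higher) and prothoracic gland markers (-2.71). The adjusted p of the prothoracic gland markers, 0.0356, rose to 0.0590 without CD replicate 1, 0.0581 under total counts alone, 0.0627 under ribosomal protein scaling and 0.0831 under DESeq2. The glial markers lost the threshold under limma-voom (0.0789), and the retinal determination genes with counts divided by counts per molecule (0.0512). Gad1, ChAT and fne had the largest falls among neuronal markers. Glial markers moved both ways, with Eaat1 at -3.74 and moody at 1.38.

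The other lists did not pass by camera with all libraries on the TMM scale, the transporters among them. Of these, 7 passed under fry. The adjusted p by fry was 0.000314 for the transporters, 0.000126 for the Sik-Yorkie-Wg-InR circuit and 0.000311 for the CPR cuticle protein genes. It was 0.00382 for the tumour model genes and 0.00432 for the cell cycle genes. For the antimicrobial peptide genes it was 0.00480 and for the Wingless target genes 0.0246. The circuit list held only Sik2, Sik3 and yki in all tests, because wg and InR were not analysed here. Only Sik2 of them was called with all libraries on the TMM scale. Medians of the lists other than the transporters were -0.34 for the FGF ligands, 0.40 for the tumour model genes, -0.23 for the Sik-Yorkie-Wg-InR circuit, 0.20 for Wingless target genes, -0.06 for proline metabolism genes, 0.12 for cell cycle genes, -2.03 for muscle markers, -0.43 for fat body markers, 0.02 for haemocyte markers, 0.75 for tracheal markers, -3.78 for salivary gland glue genes and 0.70 for CPR cuticle protein genes. The median of the antimicrobial peptide genes was -5.10, or -4.19 with DptB set at its bound. Without CD replicate 1 the median of the glue genes was 2.74 and the fitted median of the antimicrobial peptide genes -4.25. Without HSD replicate 2 these were -4.95 and -5.76. Without HSD replicate 4 the fat body median was -1.12 and the muscle markers passed by camera, with an adjusted p of 0.0449. The Sik-Yorkie-Wg-InR circuit passed by camera without HSD replicate 1 (0.0261) or 2 (0.0387), with every gene with a count (0.0257) and with counts divided by counts per molecule (0.0482). The CPR cuticle protein genes passed in the latter setting, also at 0.0482, and under ribosomal protein scaling (0.0121). The medians of Wingless target, cell cycle and haemocyte genes changed sign under ribosomal protein scaling. Of the 2 lists chosen after seeing the data, the 4 hypoxia response genes had a median of 2.08 (unadjusted p = 0.221 by limma's camera). That median describes none of them, since Ldh changed by 4.95, bnl by 4.07, scyl by 0.09 and chrb by -0.76. The fall of chrb had an adjusted p of 1.88e-05 by edgeR. The 6 midgut digestive enzyme genes had a median of -1.67 (unadjusted p = 0.524 by limma's camera).

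A check of low counts is shown because it bears on precision. Genes expected at 5 to 20 counts from the other libraries of a diet had 0 counts in 16.1% to 41.0% of cases, where Poisson counting gives at most 0.0894%.

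**Figure D4:**
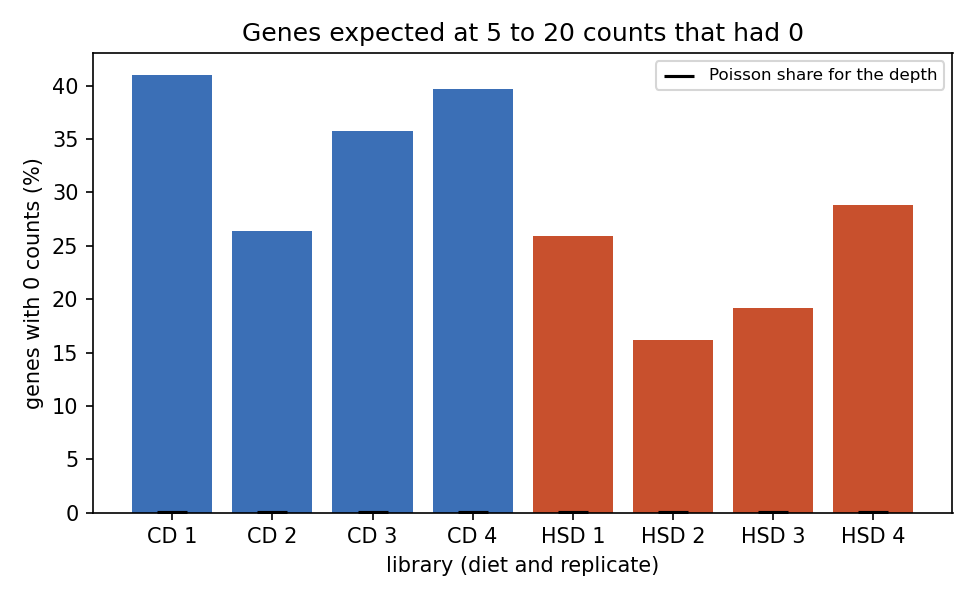
Percent of genes expected at 5 to 20 counts that had 0 counts, in each library, with black marks at the Poisson share for that depth. All 8 bars lie far above the marks, which sit close to 0.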

Values the study reported

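The study reported that bnl transcript rose by 5.0 on the log2 scale in HSD tumours, and cited figures of qPCR for it.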

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

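All tests in this part were chosen after the results were seen, though salivary gland markers other than glue genes had not been looked at when their test was written. Dixon's ratio was applied within each diet to log2 CPM of the named genes tested and to 3 library measures, 102 groups of 4 in all. It passed its 95% limit in 17, where chance gives about 5.1. Of the 17, 7 set apart CD replicate 1 and 5 set apart HSD replicate 4, the same libraries that the second principal component set apart. 2 of the 7 rest on 0 counts and are given with the low counts.

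HSD replicate 4 was the lowest HSD library for bnl (ratio 0.95), upd2 (0.882), CG9521 (0.931) and FBgn0030591 (0.97), and for total counts (0.838), with 14109310 against at least 19017382. Few counted molecules do not account for bnl: at the 7.8 counts per molecule that the zeros of this library would give, its 720 counts amount to 92.3 molecules. A mixture of HSD tumour with CD-like tissue would move rising and falling genes alike towards CD, and as far as bnl, which stood 0.848 of the way. The 168 genes at least 4-fold higher in the other HSD libraries stood 0.333 of the way at the median (quartiles 0.176 and 0.533), so bnl was part of a broad shift of risen genes and lay beyond their upper quartile. The 684 genes at least 4-fold lower in the other HSD libraries stood 0.0199 of the way at the median (quartiles -0.0161 and 0.0816), which argues against a mixture as the whole cause. A weaker glycolytic or hypoxic state in this sample may be a candidate explanation: all 10 glycolysis genes other than Ldh were lower in HSD replicate 4 than in each other HSD library, against 51.4% of the genes higher in HSD with an adjusted p under 0.05 and 36.1% of all genes tested. The share was 74.4% for the genes at least 4-fold higher, so a weaker response over risen genes in general is not excluded. The hypoxia response genes other than Ldh and bnl did not both go with a weaker hypoxic state. In HSD replicate 4 scyl stood at 397 CPM, against 553, 691 and 570 CPM in replicates 1 to 3. There chrb stood at 305 CPM, against 252, 289 and 327 CPM. All 8 fat body markers were higher in HSD replicate 4 than in each other HSD library. Lsp1beta stood at 685 against at most 140 CPM and Lsp2 at 1595 against at most 735 CPM, while Fbp1 was only slightly higher, at 317 against at most 308 CPM. The digestive enzyme genes Jon65Aiv and Jon65Aiii stood at 395 and 284 CPM, against at most 0.54 and 0.28 CPM in the other HSD libraries. Jon74E was lower there than in each of them. The mixture test covered CD-like tissue only, so whether this sample held other host tissue was not tested. Other differences of this sample, such as tumour stage, stay open and untested, and bnl and the glycolysis values had been seen before the test.

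CD replicate 1 was set apart for upd1 (0.868), CG12531 (0.923), Sik3 (0.862), Jig (0.848) and CG14852 (0.904). It also held salivary gland glue transcripts, with 1756 CPM of Sgs3 against at most 6.43 CPM in the other CD libraries. All 6 glue genes were higher there than in each other CD library. Salivary gland tissue in the sample may be the source: of 8 other salivary gland markers, 7 were also higher there than in each other CD library, against 33.3% of all genes tested. Pig1 stood at 67.9 against at most 26.1 CPM, sage at 16.2 against at most 6.43 CPM and PH4alphaSG2 at 9.89 against at most 3.50 CPM, while ng1 was not higher. CrebA and fkh were only slightly higher, at 138 against at most 117 CPM and 48.6 against at most 42.2 CPM. All 8 averaged 1 CPM or more in the other CD libraries, so none of them was found in CD replicate 1 alone. The ratios of the glue genes were unequal, from 13.4 for Sgs1 to 404 for Sgs5, over values near the floor. HSD replicate 2 held 84.0 CPM of Sgs3. Whether the glue genes and the genes set apart have the same source was not tested, and no biological explanation of the genes set apart was tested.

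The remaining ratios came from genes with very low counts in the diet concerned. They were CG4991 (0.867), CG9521 (0.878) and FBgn0030591 (0.986) in CD, and CG7888, CG13743, Jig and CG42822 in HSD (each 1.0, because the other 3 libraries had 0 counts). CG9521 and FBgn0030591 had 0 counts in CD replicate 1 and at most 17 in the other CD libraries, a level at which 41.0% of genes had 0 counts in that library. Single low counts decide such ratios, and no cause was tested.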

How the results depend on the processing

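Under the alternatives run, all headline counts of genes, factors and transporters stayed within 1.5 times of their reported values, except where given here. Scaling to ribosomal protein genes gave 1076 genes higher and 3946 lower in HSD. That scaling sets the ribosomal protein genes, which were higher under TMM, to no change and so shifts the other genes down. Camera with an estimated correlation called 0 of 29 lists, where the preset correlation called 15. The smallest adjusted p it gave was 0.142, and the cause was not tested. The first principal component held 64.9% of the variance with a prior count of 0.5 and 79.1% over the 500 most variable genes, and separated the diets in each.

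Across the 8 fits that each left out 1 library, calls ranged from 4387 to 4999 genes, with 2157 to 2615 higher, 2116 to 2477 lower and 1908 to 2156 changed at least 2-fold. The log2 fold change of bnl ranged from 3.91 to 4.40, transporters called from 13 to 14 and lists from 14 to 17, and all 9 factors kept the threshold. The difference in the share of the 10 most abundant genes ranged from 1.04 to 1.14 percentage points, and was 1.95 over 50 genes and 2.73 over 100. DESeq2 called 5011 genes and limma-voom 5101, of which 4758 and 4765 were shared with the main call. With an adjusted p under 0.01, 3760 genes and 8 of 9 factors passed.

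Replicate numbers did not pair the libraries: correlations of same-numbered deviations from the diet means were -0.061, -0.004, 0.075 and -0.152. With a replicate block, 4609 genes were called and bnl changed by 3.85. The block changed the sign of slif (0.025), haemocyte markers (-0.02) and glue genes (0.89), and no threshold of a named gene was lost under it.

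Some signs reversed. The haemocyte median, 0.02 as reported, was -0.034 under upper quartile, -0.11 under total counts, -0.30 under ribosomal protein scaling, -0.22 with at least 10 counts in every library, -0.057 under limma-voom and -0.21 with counts divided by counts per molecule. Cell cycle genes were at -0.017 under total counts and -0.22 under ribosomal protein scaling, which also put CG13384 at -0.14, Wingless target genes at -0.15 and cytosolic ribosomal protein genes at -0.026. Proline metabolism genes were at 0.20 with counts divided by counts per molecule, an alternative added after seeing the data. Over the fits that each left out 1 library, glue genes ranged from -4.952 to 2.744, proline metabolism genes from -0.078 to 0.285 and CG30394 from -0.121 to 0.014, each with its highest value without CD replicate 1. Haemocyte markers ranged from -0.17, without HSD replicate 4, to 0.071, and slif from -0.265 to 0.327, the latter without CD replicate 4. The cause of these reversals was not tested.

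Among named genes, 12 values became weaker and 14 stronger under settings that kept all libraries, and 10 became weaker and 2 stronger when a library was left out. Among lists the same counts were 5 and 6, and 1 and 6. 7 of the 12 weaker values were largest rises or falls under limma-voom. Scaling to Act88F was not run, because it had under 10 counts in some libraries. CG8785 had at most 10 counts in any library and was not tested at this depth.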

Other observations

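All tests in this part were chosen after the results were seen, though the zeros at 20 to 50 expected counts had not been looked at when their test was written. Of the 35 splits of the 8 libraries into 4 and 4, 1 (the real one) gave as many genes with an adjusted p under 0.05, and the same held for the genes higher, the genes lower, those changed at least 2-fold, the factors, the transporters, the gene lists and the log2 fold change of bnl. The other 34 splits called 0 genes, with 35 to 1042 genes at an unadjusted p under 0.05. Each of these splits put libraries of both diets into both groups, which widens the spread within a group, so few calls could arise there. Nor can the splits separate diet from age at dissection, which went with it. The list tests were less selective: the 16 splits that exchanged 1 library of each diet still called 9 to 14 lists while calling 0 genes, against 15 for the real split. The 18 splits that exchanged 2 libraries of each diet held both diets equally in each group, and called 0 to 6 lists. Camera with a preset correlation ranks lists against other genes in the same libraries. Its calls here can therefore follow any difference between the groups of a split, of diet or not.

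Gene length does not account for the calls. After the trend of each library with exon length was removed, 4762 genes had an adjusted p under 0.05, 4359 of them shared with the reported calls. Across genes, the Spearman correlation of log2 fold change with exon length was -0.203.

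Zeros among genes expected at 5 to 20 counts were far more common than depth explains, with a lowest share of 16.1% over the 8 libraries. A count minimum is argued against by genes at 1, 2 and 3 counts in every library, at least 23 at each. Several counts from each RNA molecule, as amplification of few molecules gives, is a candidate explanation that stayed open. Fitted to these zeros, that model was compared with gamma-distributed levels of each gene on genes expected at 20 to 50 counts, which the fits had not used. It gave the zeros there a higher likelihood in 7 of the 8 libraries, and the gamma model did in HSD replicate 2. In that library 2.91% of such genes had 0 counts, between the 0.531% of the one model and the 7.28% of the other, and the observed share lay between the models in the other 7 too. The 2 cannot be told apart for all libraries, since neither held in all 8. Dividing the counts by the counts per molecule that these zeros would give left 4640 genes called.

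Neuronal and neuroblast transcripts were lower in HSD. Glial markers moved both ways, with 5 called lower and 2 called higher, moody at 1.38 and loco at 0.57 on the log2 scale. Less brain and ring gland tissue in the HSD samples is a candidate explanation, since 20 of the 20 neuronal, neuroblast and prothoracic gland markers tested were called lower, and Ilp5 had 0 counts in the HSD libraries. It cannot be told apart from a loss of these cells within the tissue, because dissection, age and diet went together. It does not explain the photoreceptor differentiation markers, whose median was -2.01 with 10 of 10 called lower, since the eye disc itself makes these cells. Age and diet stay open and untested. Whether less brain tissue also bears on the transporters called lower, or on Sik2, was not tested.

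Digestive enzyme transcripts, listed after seeing the data, differed between libraries of a diet. Jon65Aiv stood at 380 CPM in CD replicate 1, 94.7 in CD replicate 2 and 395 in HSD replicate 4, and at most 6.60 CPM elsewhere.

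The bnl log2 fold change here was 4.07. That is lower than the value quoted from the study above. By DESeq2, the test the study used for its RNA sequencing, it was 4.03. The study gave its value in a sentence on transcriptional profiling, but the figures cited there show qPCR relative to Act88F. The values are therefore likely not of the same measure.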
